A study of Rattus norvegicus with 6 samples. Its data were reported in "Identifying circRNA-associated-ceRNA networks in the hippocampus of Aβ1-42-induced Alzheimer's disease-like rats using microarray analysis" (2018).

How the data were processed

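Hippocampal mRNA from 6 male Sprague Dawley rat tissue samples was measured on single-colour Agilent rat gene expression arrays, 1 array per sample. The AD group (3 arrays) had received amyloid-beta (Aβ) oligomers into the cerebral ventricles and the Sham group (3 arrays) had received the vehicle. Groups were taken from the sample labels. The labels do not say sample by sample which animal a hippocampus came from, so the p-values measure the spread between these tissue samples.

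The deposited scanner output holds, for every spot, a processed intensity on a linear scale from which the background had been subtracted, with flags for outlier spots, saturation and signal well above background. Per the file headers it was made with Agilent Feature Extraction 11.0.1.1. Each array had 44254 spots, of which 42877 were not controls, and these measured 30367 different probes. The authors also deposited a table of processed values on a log2 scale. Its scaling is not stated. All 6 of its columns had a median of 6.56, the genes were not centred, and the values ran in the same direction as the scanner intensities. Its column for AD replicate 2 matched the scanner values of AD replicate 3 (Pearson r across probes of 0.994) and its column for AD replicate 3 matched those of AD replicate 2 (0.999). The levels per array that the study prints follow the numbering of the scanner output, so the exchange lies in the deposited table. Both belong to the AD group, so comparisons of the groups are unaffected, and replicate numbers below are those of the scanner output.

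Control spots and outlier-flagged spots (400 to 559 per array) were left out, and spots of the same probe were averaged. No spot was saturated (0 on each array). The log2 processed signal minus the array's 75th percentile over all non-control probes was used as the normalized expression level, so a level of 0 is the 75th percentile of that array. The study's methods state no normalization for these arrays. A probe was tested if it was well above background on at least 3 of the 6 arrays, whatever their group, which left 22768 probes. Array number, not a count of molecules, limits the precision.

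Probe accessions were matched without version numbers to RefSeq gene symbols of the assembly GRCr8. Of 26997 distinct accessions, 15252 matched, which named 18005 probes (59.3%) and left 12362 without a symbol. The array design uses another genome build, so no coordinates are given. The 22768 tested probes covered 11949 named genes, and 8630 of them had no symbol.

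AD was compared with Sham using lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, two-sided, with Benjamini-Hochberg adjustment over all tested probes and a threshold of 0.05. The study's thresholds, a fold change of at least 2 and an unadjusted p under 0.05, were applied to the same fit. Gene lists for hippocampal cell types, for neighbouring tissues that a dissection can include and for pathways that fit Aβ injection were fixed before the data were examined. A list with at least 3 measured genes was tested with camera, with 1 probe per gene (the one with the highest mean signal), an inter-gene correlation preset at 0.01 and adjustment over the 41 lists tested. Genes that the study's mRNA tables or PCR name were kept out of these lists and formed 2 further lists that were not tested with camera. The tests, samples, named-gene rule and most alternatives were likewise fixed before the data were examined.

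Genes named in the results follow a fixed rule. The first part takes, among probes with an adjusted p under 0.05 whose 3 AD values all lie on the same side of the 3 Sham values, the 12 largest rises and the 12 largest falls. The probe had to be well above background on all 3 arrays of the higher group and carry a symbol not beginning with LOC, RGD, Olr, Vom or MGC. The second part takes the genes the study measured by PCR, its most raised and most lowered mRNA and Aqp3. The third part takes up to 4 called members of each list described, or up to 2 members with the largest change where none was called. Not every gene that the rule takes is described. Where a probe was not well above background on any array of the lower group, the change is given as at least N-fold. This bound sets the mean of the brighter group against the mean, over the dimmer group's arrays, of the higher of the lowest signal among probes well above background and the probe's own signal. It holds for the processed signal only, and changes under normexp correction can lie below it.

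Scan order and day were read from the scanner output. The 3 AD arrays were scanned together (scan 1), Sham replicates 1 and 2 together on the same day (scan 2), and Sham replicate 3 alone on another day (scan 3). Scan was therefore entered as a random block (duplicateCorrelation, with statmod 1.5.0) and scan day as a fixed block, which here equals the comparison within day 1. Other alternatives were quantile normalization, median scaling, the 75th percentile over detected probes, the authors' value table, looser and stricter filters on dim probes, the methods' t-test, an intensity trend, array weights, the replicate number as a block, each array left out in turn, the mean of a gene's probes, and camera with an estimated correlation. Normexp background correction (offset 50) had been planned on the mean signal, which the deposited output lacks, and was run on the median signal instead. Position on the slide, a replicate block with AD replicates 2 and 3 exchanged, and a choroid plexus score as a covariate were added after the data were seen. Camera takes no random block, so the lists have no value with scan as a random block.

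The tests were tested on simulated data for the AD and Sham comparison, in 5 runs over 22768 probes with 200 changed. Limma with adjustment recovered 56.7% of the probes changed by a log2 value of 1 and 87.8% of those changed by 2, with 7.2 false calls per run on average. The methods' t-test with adjustment recovered 28.8% and 58.6%. A random block recovered 67.9% and 92.4% with 23.2 false calls per run, and the replicate block 0.8% and 57.4% with 0.6. At the study's thresholds limma gave 102.8 false calls per run and the methods' t-test 55.8. Camera found a list shifted by 0.5 in 100% of the runs. These rates hold for the simulated data only. On the real arrays the estimated correlation within scans was 0.49, and the random block called 0 probes. The estimated inter-gene correlation was 0.83 for the choroid plexus list and 0.69 for the skeletal muscle list. The simulated rates cannot be carried over to such settings. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.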

Results

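mRNA expression was measured in hippocampal tissue of rats given Aβ oligomers into the ventricles (AD, 3 samples) and of rats given the vehicle (Sham, 3 samples). The 75th percentile of the processed signal was 894, 795 and 932 on AD replicates 1 to 3 and 753, 755 and 429 on Sham replicates 1 to 3. Between 70.8% and 79.7% of the 30367 probes were well above background on each array. Arrays correlated across probes with r of 0.988 to 0.994 within AD, 0.979 to 0.993 within Sham and 0.976 to 0.987 between the groups. The first principal component, with 43.5% of the variance, separated AD from Sham, and the second, with 30.1%, separated Sham replicate 3 from the other Sham arrays.

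The comparison of AD with Sham asked which mRNAs differ in the hippocampus after Aβ injection. Bglap, which encodes the bone matrix protein osteocalcin, rose 23.5-fold in AD (log2 change 4.56 ± 0.35, SE, n = 3 per group, limma adjusted p = 0.0184), the largest change among all called probes, although its probe was well above background on 1 of the 3 Sham arrays and the change was 2.20 under normexp correction. Of 16 marker genes of GABAergic interneurons 7 fell. Among them were Vip, the vasoactive intestinal peptide (log2 change -1.34 ± 0.11), and Gad1, which makes GABA (-0.81 ± 0.09). The list shifted with the preset correlation (adjusted p = 0.000956) but not with an estimated one (adjusted p = 0.593). The estimated correlation was -0.011, below the preset 0.01, so a higher correlation did not end this call. The myelin gene Cldn11 (0.64 ± 0.11) and the activity-regulated transcription factor Fos (1.06 ± 0.13) rose, while Igf1, which encodes insulin-like growth factor 1, fell by 1.32 ± 0.28 on the log2 scale. Genes typical of choroid plexus and of skeletal muscle were higher as lists with the preset correlation (adjusted p = 8.82e-05 for each) but not with an estimated one (adjusted p = 0.777 for each), and singly 0 of 20 choroid plexus genes and 2 of 15 muscle genes passed.

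Limma called 2815 of the 22768 tested probes at an adjusted p under 0.05, 945 higher and 1870 lower in AD, so that 33.6% were higher. It called 0 with scan as a random block, and scan and group cannot be told apart, as described below. With the 75th percentile taken over detected probes, the count was 2671 and 53.2% of it was higher, whereas 24.3% were higher with median scaling and 17.4% of 1624 under normexp correction. The called probes named 1896 genes, 577 with a higher and 1331 with a lower probe. The median size of a called change was 0.58 on the log2 scale, against median within-group SDs of 0.115 in AD and 0.176 in Sham. The 3 AD values did not overlap the 3 Sham values for 39.0% of the tested probes, where chance gives 10%. At the study's thresholds 511 probes were altered, 284 higher and 227 lower, and 247 of them also had an adjusted p under 0.05. The direction of this count depended on the setting, with 380 higher and 174 lower for the 75th percentile over detected probes, 238 and 266 for median scaling, 96 and 142 under normexp correction and 277 and 385 within scan day 1. The methods' t-test gave 326 at those thresholds and 1837 after Benjamini-Hochberg adjustment.

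Among the genes that rose, Ibsp, a bone sialoprotein, was at least 4.02-fold higher in AD (adjusted p = 0.0184) and Cd3e, a subunit of the T-cell receptor complex, at least 2.11-fold (adjusted p = 0.0282), since neither was well above background on any Sham array. Myl11, a myosin light chain of fast muscle, rose by 2.53 ± 0.59 (adjusted p = 0.0454), with AD replicate 3 highest. Pou2af1, a coactivator of B cells, was at least 1.35-fold higher by 1 probe (adjusted p = 0.0255), but its other probes gave -0.61 and -0.23. The sign of the called probe turned under normexp correction (-0.082), where the median change of all tested probes was -0.14. The log2 change was 1.80 ± 0.19 for Ano1, a calcium-activated chloride channel, 1.70 ± 0.31 for Stfa2l1, 1.63 ± 0.34 for the imprinted non-coding RNA H19 and 1.58 ± 0.20 for S100b, a calcium-binding protein of astrocytes. Second probes of Ano1 and S100b gave 0.24 and 0.22. A probe of the haemoglobin gene Hba-a1 rose by 1.65 ± 0.36, whereas its other probe gave -1.25. C17h6orf52 was at least 1.76-fold higher and Trim16 at least 2.04-fold. Under normexp correction the log2 changes were 0.54 for Ibsp, 0.20 for Cd3e, 0.055 for C17h6orf52, 0.10 for Trim16, 1.56 for Myl11, 0.76 for H19 and 1.02 for Hba-a1, and none of these passed, so the lower bounds given for Ibsp, Cd3e, Pou2af1, C17h6orf52 and Trim16 hold only for the processed signal. Myl11 did not pass within scan day 1 either.

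Among the genes that fell, Dio3, the deiodinase that inactivates thyroid hormone, was 6.35-fold lower in AD (log2 change -2.67 ± 0.32, adjusted p = 0.0186). Ccdc33 was at least 1.88-fold lower (adjusted p = 0.0197), as it was not well above background on any AD array, but under normexp correction its log2 change was -0.46 and did not pass. The amino acid transporter Slc38a4 fell by 2.25 ± 0.22, Radx by 1.86 ± 0.19 and the fatty acid receptor Cd36 by 1.79 ± 0.40. S100a8 and S100a9, which together form calprotectin of neutrophils, fell by 1.65 ± 0.25 and 1.71 ± 0.37, and S100a9 did not pass within scan day 1. Both were lowest on AD replicate 3 and highest on Sham replicate 3. So was the haemoglobin gene Hbb (-2.59 ± 0.95, adjusted p = 0.125), whose other probe gave 1.26. The erythrocyte list (adjusted p = 0.978) and the neutrophil and monocyte list (0.620) did not shift. Blood left in the tissue was not tested as a source of these differences. Calca, which encodes calcitonin gene-related peptide, changed by -1.67 ± 0.30, the nicotinic receptor subunit Chrna5 by -1.66 ± 0.26, the thyrotropin-releasing hormone receptor Trhr by -1.64 ± 0.28 and the peptide precursor Cartpt by -1.61 ± 0.22. Under normexp correction Dio3 (-2.11), S100a8 (-1.02), S100a9 (-1.04), Calca (-1.34), Chrna5 (-0.93), Trhr (-0.92) and Cartpt (-1.28) passed, likewise with smaller changes.

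**Figure D1:**
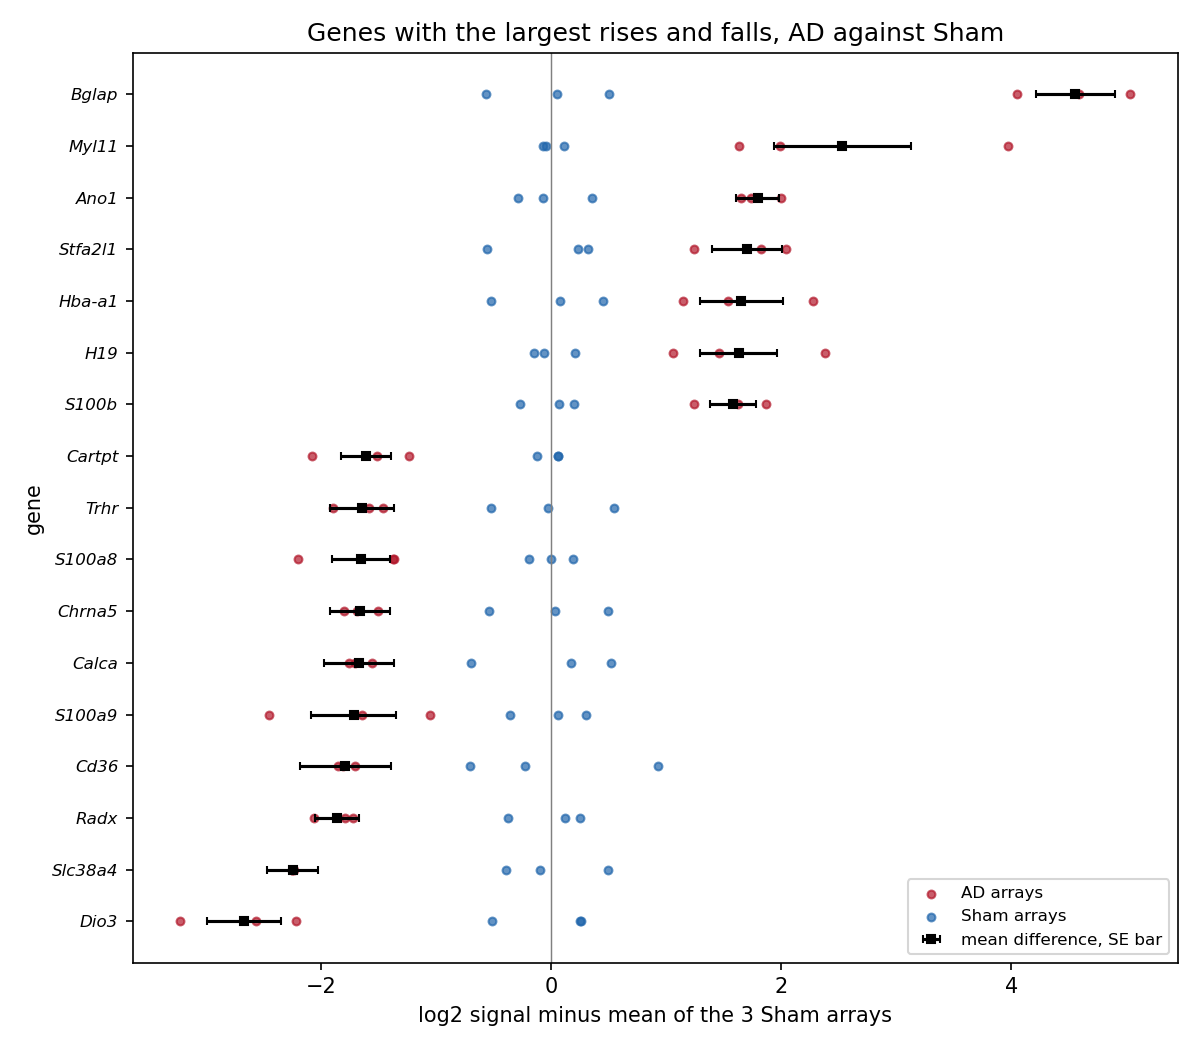
The horizontal axis gives the log2 signal of each array minus the mean of the 3 Sham arrays for those genes among the 12 largest rises and the 12 largest falls that were well above background on at least 1 array of each group (vertical axis), with red points for AD arrays, blue points for Sham arrays and black squares for the difference of the means with its SE. Bglap lies farthest to the right at 4.56 and Dio3 farthest to the left at -2.67.

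Of the genes the study followed by PCR, Igf1 (adjusted p = 0.0373, with -1.54 by its other probe) and S100a8 (adjusted p = 0.0219) passed the test. Igf2, a growth factor, had a log2 change of 2.09 ± 0.62 and did not pass (adjusted p = 0.0766). Its level was 4.01, 2.12 and 4.59 on AD replicates 1 to 3 and 1.29 to 1.73 on the Sham arrays. Igfbp2, which binds these growth factors, had a change of 1.76 ± 0.60 (adjusted p = 0.108), or 2.47 by its other probe, and likewise the lowest of its AD levels on AD replicate 2 (2.44, against 4.24 and 4.90). Il1rn, the interleukin-1 receptor antagonist, had the largest fall the study lists. Here its log2 change of -3.81 ± 1.02 did not pass (adjusted p = 0.0604). Its Sham levels were 0.11, 1.09 and -3.08, and without Sham replicate 3 the change was -5.04 with an adjusted p of 0.0152, within a range of 0.00138 to 0.372 over its alternatives. Aqp3, a water and glycerol channel, was well above background on 2 AD arrays and 0 Sham arrays and was not tested. Of 16 tested genes that the study lists as raised, 7 were called higher (14 when adjusted over the list alone), and of 10 it lists as lowered, 8 were called lower (10 when adjusted over the list alone). These lists were chosen on the same samples and are not independent evidence.

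Of 41 gene lists, 10 were shifted by camera at an adjusted p under 0.05, 6 higher and 4 lower. With an estimated correlation, 0 were (lowest adjusted p = 0.593). The estimate was -0.011 for GABAergic interneurons and -0.028 for oligodendrocyte precursors, both below the preset 0.01. For these lists a higher correlation did not end the call, and what did was not tested. For the other shifted lists the estimate ran from 0.095 (oligodendrocytes) to 0.83 (choroid plexus). Markers of GABAergic interneurons fell, with 7 of 16 genes lower and 0 higher (9 lower and 1 higher when adjusted over the list alone), a median log2 change of -0.57 and an adjusted p of 0.000956 (adjusted p = 0.593 with an estimated correlation). Within scan day 1 their adjusted p was 0.00176, and over 22 alternatives with the preset correlation it was 0.000162 to 0.00387. The called genes included the neuropeptide precursor Tac1 (-1.44 ± 0.10), Vip, the interneuron transcription factor Dlx1 (-1.06 ± 0.10) and Gad1. General neuronal markers fell as well, with 6 of 13 lower (7 when adjusted over the list alone), a median of -0.36 and an adjusted p of 0.00215 (adjusted p = 0.776 with an estimated correlation). The adjusted p was 0.00462 within scan day 1 and 0.000979 to 0.0304 over the alternatives. The called neuronal genes included the synaptic vesicle calcium sensor Syt1 (-0.64 ± 0.08), the RNA-binding protein Elavl4 (-0.73 ± 0.10), the neurofilament Nefl (-0.56 ± 0.10) and Eno2 (-0.45 ± 0.08, not passing under normexp correction).

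Genes of oxidative phosphorylation were lower, with 7 of 33 called (17 when adjusted over the list alone), a median of -0.34 and an adjusted p of 0.000705 (adjusted p = 0.777 with an estimated correlation), and 0.00176 within scan day 1. The ATP synthase subunits Atp5f1a (-0.55 ± 0.08) and Atp5pb (-0.66 ± 0.11) and the complex I subunits Ndufv2 (-0.50 ± 0.09) and Ndufb3 (-0.65 ± 0.12) were among them. The call was lost with quantile normalization (adjusted p = 0.245) and with the authors' value table (adjusted p = 0.241, in a range of 0.000147 to 0.245 over the alternatives). These settings gave nearly equal results and are not separate evidence. Ribosomal protein genes had a median of -0.24 and an adjusted p of 0.0111 (adjusted p = 0.777 with an estimated correlation), and 0.0169 within scan day 1. Of 35 genes 2 were called lower, Rpl15 (-0.77 ± 0.11) and Rpl38 (-0.42 ± 0.09, with other probes at -0.47 to 0.12, and not passing under normexp correction), and 2 when adjusted over the list alone. Their median turned to 0.01 with quantile normalization (adjusted p = 0.699), and the adjusted p was 0.439 under normexp correction and 0.0719 without AD replicate 3, in a range of 0.00102 to 0.704 over the 22 alternatives, of which 17 kept the call.

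Oligodendrocyte genes rose, with 5 of 14 higher and 0 lower (7 higher and 1 lower when adjusted over the list alone), a median of 0.32 and an adjusted p of 0.000956 (adjusted p = 0.633 with an estimated correlation). The adjusted p was 0.00413 within scan day 1 and 4.55e-05 to 0.00413 over the alternatives. Besides Cldn11, a tight junction protein of myelin, these included the myelin enzyme Cnp (0.55 ± 0.11), the transcription factor Myrf (0.65 ± 0.14, but -0.062 under normexp correction) and Ermn (0.53 ± 0.12). Cldn11 (0.49, adjusted p = 0.0519), Cnp (0.42, 0.0639) and Ermn (0.38, 0.113) stayed higher under that correction but lost their calls. Oligodendrocyte precursor markers had a median of 0.21 and an adjusted p of 0.0414 (adjusted p = 0.633 with an estimated correlation), and 0.0356 within scan day 1, with Olig1 (0.68 ± 0.10) and C1ql1 (0.58 ± 0.09) the 2 of 10 called, also when adjusted over the list alone, though C1ql1 (0.31) did not pass under normexp correction. This shift passed in 15 of 22 alternatives, with adjusted p-values of 0.0103 to 0.114. The settings that ended it included leaving out AD replicate 1 (adjusted p = 0.0613), AD replicate 2 (0.114) or Sham replicate 2 (0.0594), the 75th percentile over detected probes (0.0549) and slide position as a block (0.0629). Endothelial and pericyte markers rose, with 3 of 19 higher (3 when adjusted over the list alone), a median of 0.24 and an adjusted p of 0.0182 (adjusted p = 0.777 with an estimated correlation). They were the potassium channel regulator Abcc9 (0.99 ± 0.12), Vtn (0.44 ± 0.08) and the tight junction gene Cldn5 (0.42 ± 0.09). Under normexp correction Vtn (0.41, adjusted p = 0.0508) and Cldn5 (0.41, adjusted p = 0.0513) did not pass. The list did not pass with array weights (adjusted p = 0.0859) or within scan day 1 (adjusted p = 0.255, in a range of 0.00116 to 0.255 over the alternatives). Immediate early genes rose, with 5 of 20 higher and 1 lower (8 and 1 when adjusted over the list alone), a median of 0.38 and an adjusted p of 0.0182 (adjusted p = 0.777 with an estimated correlation). The adjusted p was 0.0407 within scan day 1, 0.0540 with array weights and 0.192 without AD replicate 2, in a range of 1.03e-05 to 0.192 over the alternatives. Fos, Egr1 (1.05 ± 0.17) and Nr4a1 (0.67 ± 0.14) rose, whereas the related receptor Nr4a3 fell by 0.41 ± 0.08. Under normexp correction neither Egr1 (0.37) nor Nr4a3 (-0.39) passed.

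**Figure D2:**
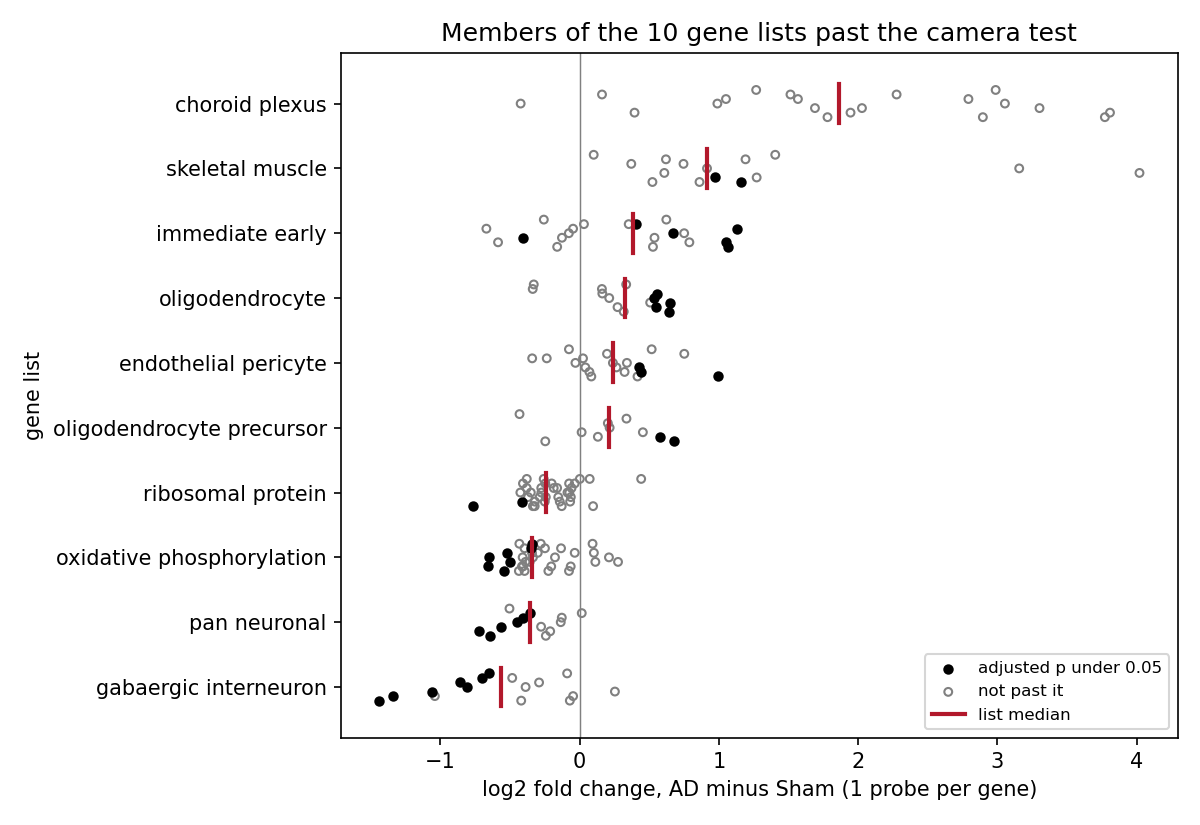
Each point is the log2 fold change (AD minus Sham, horizontal axis) of 1 gene in the 10 gene lists past the camera test with the preset correlation (vertical axis), filled where the gene's adjusted p was under 0.05, and red bars give the list medians. The medians run from -0.57 for GABAergic interneuron genes to 1.86 for choroid plexus genes, and the ribosomal protein median turned to 0.01 with quantile normalization.

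Choroid plexus markers had the largest median shift among the lists, 1.86, with 19 of 20 genes higher on average and an adjusted p of 8.82e-05 (adjusted p = 0.777 with an estimated correlation). Singly, 0 of the 20 passed the test, also when adjusted over the list alone. The list's adjusted p was 0.00244 within scan day 1 and 1.08e-12 to 0.681 over the alternatives, the highest with the list's own mean as a covariate. The median over these genes lay above the Sham mean by 2.33 on AD replicate 1, 0.29 on AD replicate 2 and 3.04 on AD replicate 3. The potassium channel gene Kcnj13 differed by 3.77 ± 1.15 (adjusted p = 0.0815) and Cltrn by 3.81 ± 1.18 (adjusted p = 0.0851). Igf2, Igfbp2, Enpp2 and Slco1a5, which the study lists as raised, had a median of 2.64 above Sham on AD replicates 1 and 3 and 0.71 on AD replicate 2. Ependymal markers, which line the ventricles, had a median change of 0.32 with 10 of 11 genes higher on average and 0 called (adjusted p = 0.0921, or 0.777 with an estimated correlation), and their median relative to the Sham mean was 0.37, -0.10 and 0.85 on AD replicates 1 to 3. Skeletal muscle genes rose, with 2 of 15 called (6 when adjusted over the list alone), a median of 0.91 and an adjusted p of 8.82e-05 (adjusted p = 0.777 with an estimated correlation). The adjusted p was 0.00198 within scan day 1 and 1.26e-06 to 0.0417 over the alternatives. The called genes were the cytochrome oxidase subunit Cox6a2 (1.16 ± 0.16) and the myosin heavy chain Myh1 (0.97 ± 0.20), which passed neither under normexp correction (0.37) nor within scan day 1. The median of the muscle list above Sham was 0.83, 0.53 and 1.66 on AD replicates 1 to 3.

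**Figure D3:**
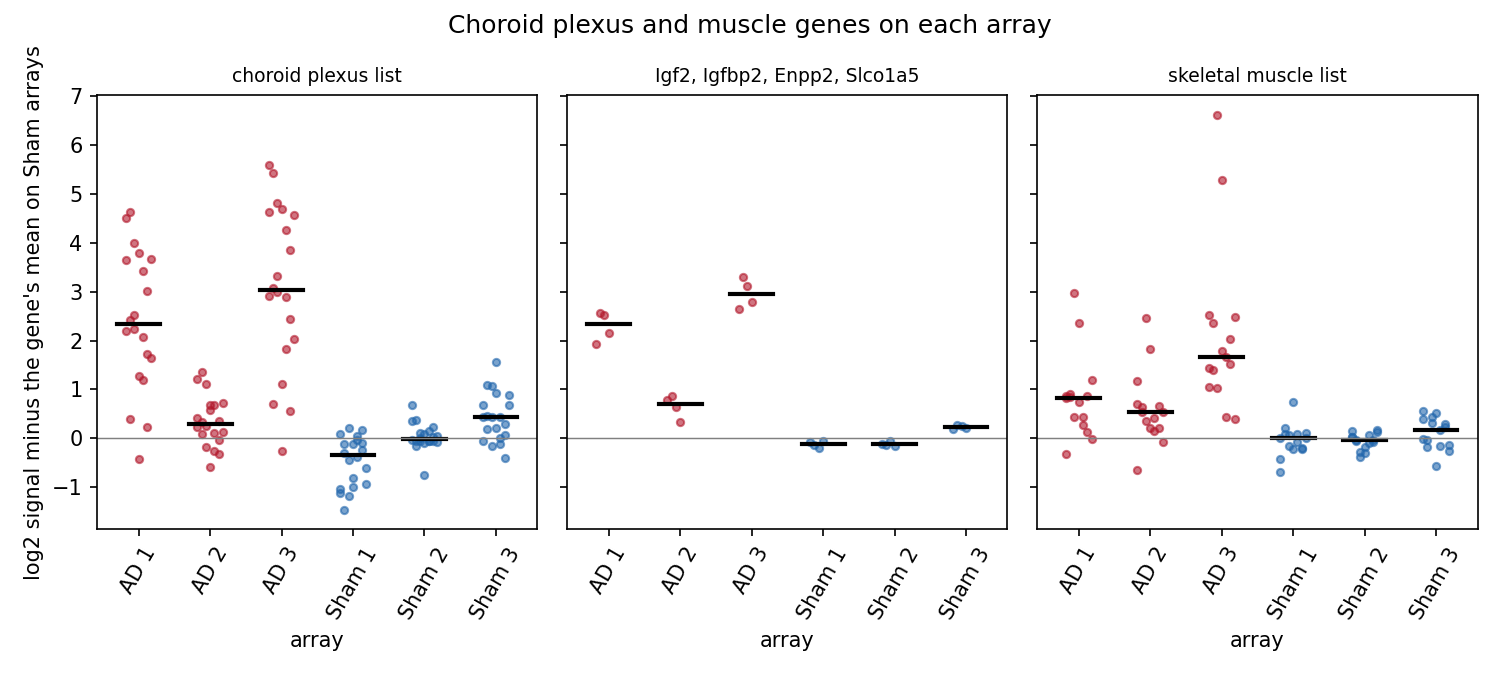
For each array (horizontal axis), points give the log2 signal of single genes minus their mean on the Sham arrays (vertical axis), red for AD and blue for Sham, with a black bar at the median, for the choroid plexus list, for Igf2, Igfbp2, Enpp2 and Slco1a5, and for the skeletal muscle list. AD replicate 2 lies closest to Sham among the AD arrays, with medians of 0.29, 0.71 and 0.53.

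The other 31 lists had adjusted p-values of 0.0921 to 0.978. Cytokines and chemokines (0 of 20 genes called; adjusted p = 0.563), homeostatic microglia (1 of 19; 0.720), disease-associated microglia (0.978), astrocytes (0.978) and interferon response (0.978) were among them, as was the insulin-like growth factor system (1 of 10; 0.424), where Htra1 rose by 0.51 ± 0.10. Neither the bone list (1 of 10 higher and 1 lower, median -0.25, adjusted p = 0.528) nor the lymphocyte list (0 of 8, adjusted p = 0.978) shifted. Genes that the study names had been kept out of all lists, so these results do not cover them. Igf1, Igf2, Igfbp2, Il1rn, Il1b, Bglap, Ibsp and Cd3e are among the genes kept out. Of the reactive astrocyte genes, Hspb1 (0.78 ± 0.10) and Serpina3n (0.65 ± 0.15, but 0.34 under normexp correction, and past the threshold in 5 of 23 alternatives) rose, and the list of 19 did not shift (adjusted p = 0.563).

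With scan as a random block limma called 0 probes (3659 at an unadjusted p under 0.05, lowest adjusted p = 0.174), because the median SE of the 2815 called changes rose from 0.10 to 0.16 while their median size went from 0.58 to 0.59, and with scan day as a block, which equals the comparison within day 1, it called 4443, 2006 higher and 2437 lower, among them 2595 of the 2815. Limma also called 0 probes without AD replicate 1, AD replicate 2, Sham replicate 1 or Sham replicate 2 and 2 without AD replicate 3, with 4846 to 6430 at an unadjusted p under 0.05, while it called 4443 without Sham replicate 3.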

Values the study reported

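The study counted 319 mRNAs as altered in the hippocampus of the AD rats at a fold change of at least 2.0 and p < 0.05. It placed 173 of these among the raised and 146 among the lowered mRNAs. Its largest rise was that of BGLAP, with a fold change of 22.96, and its largest fall that of IL-1RN, with 14.21. The tissue was taken from an earlier experiment of the authors with 20 rats, 10 in each group. The study does not say how many of these rats the arrayed samples came from.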

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

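Slide position, the exchanged replicate block, normexp on the median signal and the choroid plexus covariate were chosen after the data were seen. Normexp on the mean signal was not run, since the deposited output lacks that column. The count of 2815 called probes stayed within 1.5 times with quantile, median and detected-probe scaling, the authors' values, both stricter filters and an intensity trend (2542 to 3443). Quantile normalization and the authors' values gave nearly equal results (2550 and 2542 calls). At the study's thresholds each gave 490 probes, 270 higher and 220 lower. They are therefore not separate alternatives. Limma called 1624 with normexp, 10001 with array weights (whose estimation gave a convergence warning) and 4443 with scan day as a block, and the methods' t-test called 1837. Limma called 0 with no filter on dim probes (7079 at an unadjusted p under 0.05), with scan as a random block (3659), with slide position as a block (6484), with the exchanged replicate block (6207) and with the covariate (3831). Without each array in turn it called 0 to 4443. With no filter 30297 probes were adjusted for in place of 22768. Fewer of them, 7079 against 7134, had an unadjusted p under 0.05, so the p-values themselves changed as well. Fewer degrees of freedom remain with a block or a left-out array. That alone does not set the count, which was 4443 without Sham replicate 3 and with scan day as a block. Scan day as a block leaves Sham replicate 3 without a partner. With scan as a random block the called changes kept their size and their SE rose. For no filter, slide position, the exchanged replicate block, the covariate, the left-out arrays, normexp, the t-test and the array weights, the cause was not tested.

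The replicate block also gave 0 calls (6478 at an unadjusted p under 0.05). Whether the numbers pair the samples cannot be told, because the correlations are weak. Same-numbered arrays deviated together with r of 0.0283, 0.0721 and 0.138, and the other pairs had r of -0.119 to 0.0644. AD replicates 2 and 3 each correlated best with the same-numbered Sham array, whereas AD replicate 1 correlated best with Sham replicate 2 (0.0644). The oligodendrocyte precursor list did not pass with this block (adjusted p = 0.0822) or the exchanged one (0.0663).

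At the study's thresholds the 511 probes became 238 with normexp, 792 with no filter, 326 with the methods' t-test, 806 with array weights, 294 with scan as a random block and 415 to 662 without each array. The 10 shifted lists became 0 with an estimated correlation and 9 to 13 without each array. Signs turned for Myrf (-0.062) and Pou2af1 (-0.082) with normexp. They also turned for ribosomal protein genes with quantile normalization (adjusted p = 0.699) and the authors' values (0.704). The cause was not tested. With normexp the median change of all tested probes was -0.14, against -0.0097 in the main fit. Both turned genes lay above that median, so their signs do not show a fall relative to other probes. Of 124 named genes, 38 lost their call with normexp besides the 2 that turned, 101 lost their call under each setting with 0 calls, and 112 kept their direction and side of the threshold with scan day as a block.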

Other observations

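The tests of carried-over tissue and of scans described here were chosen after the values had been seen, and the counts of splits were planned.

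Of 34 tested receptors for neuropeptides and monoamines, 10 fell and 0 rose (14 and 0 when adjusted over the list alone), with a median log2 change of -0.17 and an adjusted p of 0.0921 for the list, which did not pass (adjusted p = 0.633 with an estimated correlation), though it passed in 8 of 22 alternatives with the preset correlation (adjusted p-values of 0.0245 to 0.195). The adrenergic receptor Adra2a fell by 0.89 ± 0.08, the mu opioid receptor Oprm1 by 1.03 ± 0.15 and the somatostatin receptor Sstr2 by 0.59 ± 0.09. Npy5r, a neuropeptide Y receptor, fell by 1.05 ± 0.14 by 1 probe, with 0.03 by the other. Of 22 genes at glutamatergic synapses, 4 fell (5 when adjusted over the list alone; list adjusted p = 0.356), among them Dlg2 (-0.50 ± 0.09) and the receptor subunit Gria3 (-0.71 ± 0.15), whose other probe gave 0.17.

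Of 22 genes of cholesterol synthesis, 6 fell and 1 rose (7 and 1 when adjusted over the list alone; list adjusted p = 0.269). The sterol enzymes Msmo1 (-0.83 ± 0.11), Sqle (-0.54 ± 0.11) and Idi1 (-0.41 ± 0.09) fell and Sc5d rose by 0.82 ± 0.15, with Sqle and Idi1 not passing under normexp correction. Of 22 genes tied to amyloid and tau, 2 rose and 1 fell (the same counts when adjusted over the list alone; list adjusted p = 0.470). Adam17, a secretase of the amyloid precursor, rose by 0.57 ± 0.09 and the chaperone Clu by 0.54 ± 0.11, while Mme, the amyloid-degrading neprilysin, fell by 0.60 ± 0.13. Under normexp correction neither Adam17 (0.13) nor Mme (-0.44) passed, and Mme did not pass within scan day 1 either. The chemokine gene Ccl3 differed by -2.34 ± 1.05 (adjusted p = 0.190), with levels of -0.49 and -1.36 on Sham replicates 1 and 2 against -4.76 on Sham replicate 3, and without Sham replicate 3 its change was -3.62 (adjusted p = 0.0152, within 0.00271 to 0.674 over its alternatives).

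Choroid plexus genes and 4 genes the study lists as raised (Igf2, Igfbp2, Enpp2 and Slco1a5, all kept out of the choroid plexus list) were lowest among the AD arrays on AD replicate 2, where the 4 had a median difference of -2.10 from the mean of AD replicates 1 and 3, and the list had -2.71. More choroid plexus tissue in the samples of AD replicates 1 and 3 may account for much of these rises, since the 4 genes followed the list between the AD arrays. With the list's mean as a covariate, the change of Igf2 was 0.40 in place of 2.09 (adjusted p = 0.370) and that of Igfbp2 was 0.14 in place of 1.76 (adjusted p = 0.831), with 1 degree of freedom fewer and a covariate that itself differs between the groups. Ttr, a list gene chosen after its values were seen, had levels of 7.01, 6.32 and 6.86 on the AD arrays and 4.74, 5.83 and 6.66 on the Sham arrays, and 15 of the 20 list genes were well above background on all 3 Sham arrays and 0 stand in another list. Ependymal markers also had their lowest AD median on AD replicate 2 (-0.10, against 0.37 and 0.85; list adjusted p = 0.0921, and 0.00278 without that array, within 0.00278 to 0.942 over the alternatives), so other tissue of the ventricle wall stays open, as does an untested response of the choroid plexus to Aβ.

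Skeletal muscle genes were higher on AD replicate 3 than on the other AD arrays for 15 of 15 list genes, where 39.0% of all genes were. Muscle RNA carried into that sample is a candidate source of the extra signal there. It leaves open the smaller rise on AD replicates 1 and 2, with medians of 0.83 and 0.53. Of the list, 12 genes were well above background on all 3 Sham arrays and 0 stand in another list, and no biological explanation was tested.

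Against the mean of Sham replicates 1 and 2, at least 2-fold differences were seen for 1386 tested probes on Sham replicate 3, scanned alone on another day, and for 953, 893 and 1250 on AD replicates 1 to 3, each array taken singly. Among the AD arrays, scanned together, 184 to 526 probes on a single array were that far from the mean of the other two. Scan and group cannot be told apart for the called probes, because on day 1 the AD arrays were on 1 scan and the Sham arrays on another. The difference of Sham replicate 3 sets single samples side by side, so differences between tissue samples stay open for it as well.

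The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. As many called probes as the real 2815 came from 1 split, the real one, and the highest other split gave 0. At the study's thresholds 1 split, the real one, reached 511, and the highest other, which set AD replicates 1 and 3 with Sham replicate 3, gave 298. For the gene lists 3 splits reached the real 10, and the highest other gave 13, with AD replicates 1 and 3 beside Sham replicate 1.

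At the study's thresholds limma gave 511 altered mRNA probes. That is higher than the value quoted from the study above. The methods' t-test at these thresholds gave 326 probes, 174 higher and 152 lower.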
